# Nitrate Regulates Maize Root Transcriptome through Nitric Oxide Dependent and Independent Mechanisms

**DOI:** 10.3390/ijms22179527

**Published:** 2021-09-02

**Authors:** Laura Ravazzolo, Sara Trevisan, Silvia Iori, Cristian Forestan, Mario Malagoli, Silvia Quaggiotti

**Keywords:** maize, nitrate, nitric oxide, root, signaling, transcriptome

## Abstract

Maize root responds to nitrate by modulating its development through the coordinated action of many interacting players. Nitric oxide is produced in primary root early after the nitrate provision, thus inducing root elongation. In this study, RNA sequencing was applied to discover the main molecular signatures distinguishing the response of maize root to nitrate according to their dependency on, or independency of, nitric oxide, thus discriminating the signaling pathways regulated by nitrate through nitric oxide from those regulated by nitrate itself of by further downstream factors. A set of subsequent detailed functional annotation tools (Gene Ontology enrichment, MapMan, KEGG reconstruction pathway, transcription factors detection) were used to gain further information and the lateral root density was measured both in the presence of nitrate and in the presence of nitrate plus cPTIO, a specific NO scavenger, and compared to that observed for N-depleted roots. Our results led us to identify six clusters of transcripts according to their responsiveness to nitric oxide and to their regulation by nitrate provision. In general, shared and specific features for the six clusters were identified, allowing us to determine the overall root response to nitrate according to its dependency on nitric oxide.

## 1. Introduction

Nitrogen (N) impacts crop production and its availability in soil strongly depends on the use of N fertilizers [1]. However, the average rate of N recovery of crops is low, determining rises in the cost of agricultural production and environmental degradation [2,3].

Nevertheless, even in fertilized arable soil, a large portion of N available for crops relies on the slow mineralization of organic N [4,5], generating the need for specific strategies for exploring more soil space with a larger root system that is positively correlated with higher N use efficiency in crops [6].

In aerated soils, ammonium is predominantly transformed into nitrate, which shows a concentration 10–1000 times higher than that of ammonium [7], thus representing the prevalent form through which crops uptake N [8].

The improvement of root traits has been acknowledged as a crucial element for the second green revolution [9] and the achievement of new N-efficient cultivars will help sustainable agriculture development [10]. The knowledge of the physiological and molecular mechanisms underlying the desirable traits is a necessary requirement to develop reliable breeding strategies to improve N use efficiency, also considering the high degree of genotypic variation among species and cultivar observed for root architecture [11,12,13,14]. Nitrate regulation of root development is complex, and it involves several signaling pathways which have been only partially decoded. Their understanding will be a key factor to select genotypes more efficient in N use.

Previous research in maize [15,16,17,18] evidenced the role of nitric oxide (NO) as a signaling molecule involved in the early induction of primary root elongation in response to nitrate, probably controlling the balance between cell proliferation and cell elongation [19]. NO is a small gaseous molecule and in plants, it can be produced by nitric oxide synthase (NOS), nitrate reductase (NR), xanthine oxidase (XOS), and non-enzymatic reactions [20]. It acts as a signal regulating adventitious root formation [21], lateral root development [22], root hair formation [23], and primary root elongation [15,24,25,26].

In maize, NO is rapidly and transiently produced in a specific portion of primary root located between the meristem and the elongation zone, namely the transition zone, by nitrate reductase (NR) soon after the provision of nitrate to N-deprived roots, thus inducing primary root to elongate [15].

This NO burst seems to affect auxin polar transport and localization, possibly turning off the biosynthesis and transport of strigolactones (SLs) [27]. Accordingly, Sun et al. [28] showed that in rice, NO produced by the NR pathway under NO_3_^−^ supply induces seminal root elongation by regulating auxin transport. In the same species, NO produced by the NR increases N uptake capacity by regulating lateral root formation and inorganic N uptake [22], supporting the role of NO as a crucial signal for the root adaptation to nitrate availability, at least in maize and rice.

Furthermore, Ravazzolo et al. [29] demonstrated that N-deficiency strongly induces SL exudation by maize roots and that the supply of nitrate rapidly switches off this process. More recently, it has been also suggested that nitrate induces lateral root development at least in part through auxin and that this mechanism depends on the upstream inhibition of SL production observed after nitrate supply [30]. Previous results by Manoli et al. [27] seem to suggest that NO production, being an early fine-tuned signature of nitrate perception, might induce SL inhibition and the concomitant auxin action, thus lastly regulating the lateral root growth.

In accordance with these results, nitrate availability would seem to be perceived by maize root and translated in a physiological and developmental response thanks to a complex interplay among NO, SLs, and auxin. However, the precise contribution and the reciprocal regulatory role of these molecules needs to be further understood.

cPTIO (2-4-carboxyphenyl-4,4,5,5-tetramethylimidazoline-1-oxyl-3-oxide) is a highly specific NO scavenger [31] and it is a useful tool to dissect the effects depending on NO from those which are NO-independent [32]. Due to its complex chemical properties, the scavenging abilities of cPTIO seem to be significantly reduced in a time-dependent manner and it is not always able to completely scavenge NO, especially for treatments inducing a gradual and continuous production of NO [33]. However, in our case, NO biosynthesis has been demonstrated to be rapidly and transiently triggered by nitrate provision to N-depleted maize roots and the cPTIO provision was demonstrated to be able to significantly reduce the amount of NO in the primary root apex [15].

The present work was aimed at studying the impact of cPTIO provision on the expression of genes modulated by nitrate. In order to dissect the molecular response to nitrate according to its dependency or independency on nitric oxide, an RNA-sequencing comparative analysis was performed. The expression of transcripts responsive to nitrate was then evaluated also in function of their responsiveness to cPTIO, enabling discrimination between NO-dependent and NO-independent mechanisms of regulation. A subsequent detailed functional characterization of DEGs by means of Gene Ontology (GO) and MapMan enrichment, transcription factors detection, and KEGG metabolic pathways investigation led us to evidence common and specific features for six different clusters of genes and to hypothesize their participation in specific signaling and metabolic pathways in the maize root response to nitrate fluctuations. Finally, considering the relevance of nitrate signal in the root development, the lateral root density was measured both in the presence of nitrate and in the presence of nitrate plus cPTIO and compared to that observed for N-depleted roots.

## 2. Results

### 2.1. Reads Processing and Differential Expression Analysis

Transcriptomic profiles of maize root apexes grown in N-deprivation (−N) compared to those grown with nitrate supply (+NO_3_^−^) were analyzed and discussed in a previous work [34]. Here, we further investigated the transcriptional regulation of root response to NO_3_^−^ provision, using cPTIO as nitric oxide (NO) scavenger to block NO signaling in roots. This allows us to distinguish, among NO_3_^−^ responsive genes, those showing a regulation NO-dependent from NO-independent. 

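Root apices of 1.5 cm were taken from seedlings of the maize inbred line B73 after 24 h in 1 of 3 nutrient solutions. One solution held no nitrogen (−N), one held 1 mM nitrate (+NO_3_-), and one held 1 mM nitrate together with 1 mM cPTIO (+NO_3_- + cPTIO), a compound that removes NO. Before the transfer, the seedlings had germinated for 3 days and had spent 24 h in the solution without nitrogen. RNA of pooled apices was sequenced in 9 libraries, 3 for each condition. The paper's Table S6 lists between 25137473 and 31900192 mapped reads per library, with a median of 26614982 in −N, 28073982 in +NO_3_- and 28564119 in +NO_3_- + cPTIO. Reads that mapped to several places made up 18.2% of the mapped reads in the first +NO_3_- + cPTIO library and between 7.07% and 11.3% in the other libraries. The paper states that 2 of the +NO_3_- + cPTIO libraries were kept after quality filtering, and its text does not name them. The authors mapped the reads to the AGPv4 assembly with TopHat and made 1 RPKM per gene and condition with Cuffdiff, using its quartile normalization and its correction for reads with several places. The deposited values cover 45260 genes in the 3 conditions, and each value pools the libraries of its condition, so no difference taken from them has a replicate check. RPKM was above 0 for 29589 genes in −N, 30266 in +NO_3_- and 28875 in +NO_3_- + cPTIO, and at least 1 for 20324, 20852 and 20254 genes, respectively. Ratios were taken between these values without a pseudocount, and genes listed at 0 in 1 of the conditions compared were counted as past 2-fold without a ratio. Of the 12846 genes with an RPKM of at least 10 in 1 condition, 87 are listed at 0 in another one, and 68 of these 87 have identifiers outside the Zm00001d series. The nitrate dose and the sampling time were the same in +NO_3_- and +NO_3_- + cPTIO.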

After trimming and filtering, high-quality reads were mapped on the maize B73 v4 reference genome (Jiao et al. 2017), then used for estimation of gene expression levels in the three different conditions (expressed as Reads Per Kb per Million, RPKM; Table S1) and for pairwise differential expression analysis. Genes showing a fold change >2 (corresponding to a log2 fold change ratio >|1|) and a false discovery rate (FDR)-adjusted *p*-value ≤ 0.05 were considered as differentially expressed genes (DEGs).

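Of the 21617 genes with an RPKM of at least 1 in +NO_3_- or +NO_3_- + cPTIO, 1457 were over 2-fold higher with the scavenger and 2610 were over 2-fold lower. A further 74 genes were listed at 0 in +NO_3_- and 130 in +NO_3_- + cPTIO, which brings the count to 4271 genes. Between −N and +NO_3_- + cPTIO, 1693 of 21312 genes were over 2-fold higher in +NO_3_- + cPTIO and 1860 were lower, while 82 were listed at 0 in −N and 102 in +NO_3_- + cPTIO, 3737 genes in all. The counts rest on the ratio of the authors' pooled values. The authors' FDR step, which draws on the spread between libraries, is not part of them. The filter on low values moved these counts most, and without it they were 10621 and 9964. For the 19101 genes with an RPKM of at least 1 in each condition, the median log2 ratio was −0.06 for +NO_3_- + cPTIO against +NO_3_- and −0.03 for +NO_3_- + cPTIO against −N. The central 95% of these genes lay between −1.63 and 1.36 in the former comparison and between −1.45 and 1.51 in the latter.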

Pairwise comparison between nitrate-supplied plants (+NO_3_^−^) and NO-scavenged ones (+NO_3_^−^ + cPTIO) resulted in 2725 DEGs significantly responsive to cPTIO treatment, while pairwise comparison between nitrate-deficient plants (−N) and NO-scavenged ones (+NO_3_^−^ + cPTIO) resulted in 2833 DEGs. 

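In the comparison of +NO_3_- with −N, 1030 of 21290 genes were over 2-fold higher with nitrate, 484 were lower, 86 were listed at 0 in −N and 57 in +NO_3_-, together 1657 genes. The central 95% of the log2 ratios lay between −0.72 and 1.01, a narrower range than in either cPTIO comparison. Each gene that Table S2 of the paper assigns to a cluster passed the 2-fold limit, with a smallest absolute log2 ratio of 1.00, or was listed at 0 in −N or +NO_3_-. Of these genes, 325 were lower and 510 were higher in +NO_3_- than in −N. An RPKM under 1 in every condition was found for 41 of them, and 39 were listed at 0 in at least 1 condition, 31 in −N, 4 in +NO_3_- and 17 in +NO_3_- + cPTIO. The +NO_3_- + cPTIO value of 464 nitrate-responsive genes lay over 2-fold from +NO_3_-, and that of 502 lay over 2-fold from −N. For 241 genes it lay over 2-fold from both, and for 110 from neither.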

DEGs identified in these two pairwise comparisons were then compared to the 835 DEGs previously found [34] as directly regulated by the nitrate provision (+NO_3_^−^), if compared to N-starvation (−N; Figure 1A), analyzing how they respond to the other treatments (−N; +NO_3_^−^ + cPTIO). The 3305 DEGs that seemed responsive only to cPTIO, but not directly to nitrate application, were not further considered in this study (Figure 1A).

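Outside the 835 nitrate-responsive genes, 4816 genes passed the 2-fold limit in at least 1 of the cPTIO comparisons and 2326 passed it in both, where a gene needed an RPKM of at least 1 in 1 of the conditions of each comparison. Over all genes with an RPKM of at least 1 in any of the 3 conditions, a wider filter, 2705 lay over 2-fold from both other conditions in the same direction in +NO_3_- + cPTIO, 1133 above and 1572 below, and 195 of them belong to the 835. The same count was 849 for −N and 809 for +NO_3_-. Comparisons that share a condition overlap even without an effect, so 3 unchanged conditions were simulated 100 times with the spread between −N and +NO_3_-. Among 21578 genes with values above 0, the simulations gave between 595 and 721 such genes, against 2527 observed. A difference of over 8-fold from both conditions was found for 179 genes above and 211 below. The files do not pair these identifiers with names. Among genes with an RPKM of at least 10 in 1 condition, the 5 that stood highest in +NO_3_- + cPTIO exceeded the larger of the other values by 96.5-fold to 472-fold. Zm00001d007285, on chromosome 2 of AGPv4 from 226813482 to 226814994, rose to an RPKM of 144 from 0.209 in −N and 0.305 in +NO_3_-. Zm00001d018220 on chromosome 5 had an RPKM of 0.190, 0.0743 and 40.1 in −N, +NO_3_- and +NO_3_- + cPTIO, respectively. Among those above 0 in +NO_3_- + cPTIO, the 5 that stood lowest fell 30.2-fold to 781-fold below the smaller of the other values. Genes listed at 0 there have no ratio and were not ranked, such as Zm00001d016177, with 13.0 in −N and 2.70 in +NO_3_-. ENSRNA049463648 on chromosome 5 dropped to an RPKM of 0.0335, from 80.1 in −N and 26.1 in +NO_3_-, and Zm00001d018744 on chromosome 7 to 0.711, from 39.7 and 27.8.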

To better dissect the NO-dependent from the NO-independent components of gene expression regulation in response to nitrate, a hierarchical clustering of the 835 DEGs was then performed (Figure 1B). 

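The authors' values of the 835 genes, as log10(RPKM + 1) scaled per gene, were clustered again with 1 minus Pearson's correlation as the distance and complete linkage, since the paper's text names no linkage. The tree, divided into 6 clusters, gave the assignment of Table S2 with an adjusted Rand index of 1 and 0 genes with other partners. With 3 values per gene, this scaling leaves the position of each profile on a circle, given here as the angle from a profile in which +NO_3_- exceeds −N and +NO_3_- + cPTIO lies midway. Cluster 1 covered the angles from 98.1 to 172.0 degrees, cluster 2 those from 174.2 to 221.4 and cluster 3 those from 222.8 to 255.6. Clusters 4, 5 and 6 followed from 283.0 to 340.7, from −18.6 to 41.3 and from 42.9 to 80.0 degrees. Between neighbouring clusters of the same nitrate direction, the gaps measured 0.761 to 2.18 degrees, while the largest gap inside a cluster measured 9.08 degrees.

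**Figure D1:**
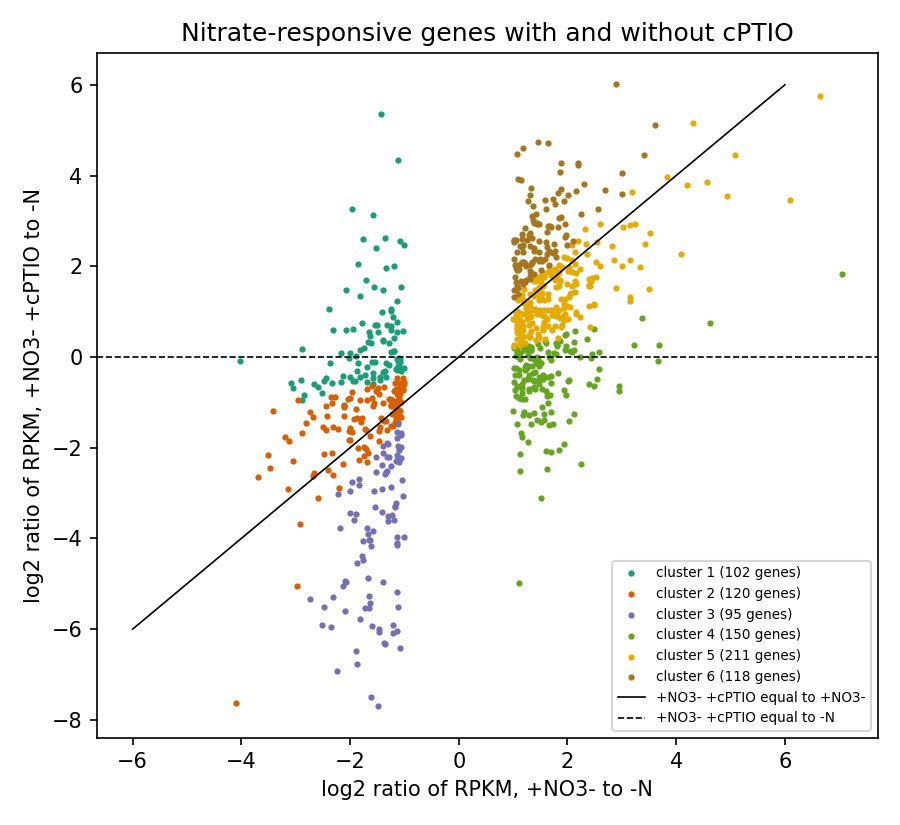
Each point is 1 of the nitrate-responsive genes with an RPKM above 0 in every condition, with the log2 ratio of +NO3- to −N on the x axis and that of +NO3- +cPTIO to −N on the y axis, coloured by the cluster of Table S2. Genes on the solid line have the level of +NO3- under cPTIO and genes on the dashed line that of −N, and the 211 genes of cluster 5 adjoin the 150 of cluster 4 and the 118 of cluster 6.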

DEGs were grouped into six clusters according to their responsiveness to NO_3_^−^ provision and to their regulation by NO (as resulted from cPTIO application), as displayed in Figure 1B,C. Accordingly, 269 DEGs showed a marked NO-dependency of NO_3_^−^-induced down- or up-regulation and were grouped in clusters 1 and 4, respectively, while 347 DEGs resulted regulated by nitrate regardless of NO production and were grouped in clusters 2 and 5, respectively (Table S2). 

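The sizes of the re-derived clusters were those of Table S2, and the groups held 32.2% (NO-dependent), 41.6% (NO-independent) and 26.2% (NO-modulated) of the genes. The share of the nitrate response that remained under cPTIO was also computed for the 796 genes above 0 in every condition, as the log2 ratio of +NO_3_- + cPTIO to −N divided by that of +NO_3_- to −N. It is 0 at the level of −N and 1 at the level of +NO_3_-. When genes with a remaining share under 0.5 were called NO-dependent, those up to 1.5 NO-independent and the others NO-modulated, the groups held 324, 304 and 168 genes. By this rule 121 of the 796 genes changed cluster, and the adjusted Rand index was 0.672. Average linkage placed 328 of the 835 genes in another cluster, with an index of 0.527, groups of 270, 382 and 183 genes, and 1 gene alone in cluster 6. Each branch of a new tree was named after 1 cluster of Table S2, matched so that the most genes were shared. With average linkage, 182 of the 183 genes lie in the branch matched to cluster 3. Similar group sizes therefore do not mean that the groups were kept. Clustering of RPKM without the logarithm moved 202 genes, with an index of 0.627 and groups of 251, 231 and 353 genes.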

Heat map and box plots of DEG expression values clearly showed that transcriptional changes induced in response to NO_3_^−^ application were completely impaired by the NO-scavenger cPTIO for NO-dependent genes. 

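In cluster 1, the +NO_3_- + cPTIO value of 80 of the 102 genes above 0 in every condition (78.4%) lay within 2-fold of −N. The same held for 118 of 150 genes in cluster 4 (78.7%). With a limit of 1.5-fold, the shares were 59.8% and 59.3%. The median log2 ratio of +NO_3_- + cPTIO to +NO_3_- was 1.94 in cluster 1, with quartiles of 1.36 and 2.49, and −1.95 in cluster 4, with quartiles of −2.62 and −1.50. Against −N, cluster 1 had a median log2 ratio of 0.10, and cluster 4 had −0.40. The clusters were chosen on these values, so the medians describe these libraries and are not independent of the choice. Taken over both clusters, 156 genes (61.9%) passed the −N level under cPTIO, and 53 (21.0%) passed it by over 2-fold. Within 2-fold of +NO_3_- were 10 genes of cluster 1 and 4 of cluster 4. The median remaining share was −0.05 in cluster 1 and −0.25 in cluster 4.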

On the contrary, cPTIO application did not affect the NO_3_^−^-induced transcriptional modulation in the case of NO-independent DEGs.

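In cluster 2, 96 of 120 genes (80.0%) had a +NO_3_- + cPTIO value within 2-fold of +NO_3_-, and in cluster 5 this was the case for 179 of 211 genes (84.8%). At a limit of 1.5-fold, the share in cluster 5 was 55.5%. The median log2 ratio of +NO_3_- + cPTIO to +NO_3_- was 0.34 in cluster 2, with quartiles of −0.06 and 0.76, and −0.49 in cluster 5, with quartiles of −0.82 and −0.09. Both medians lay toward the −N level. The genes were chosen on the ratio of +NO_3_- to −N, which shares the +NO_3_- value with these ratios, so medians toward −N can arise without an effect of cPTIO. Genes that moved back toward −N by over 2-fold numbered 22 in cluster 2 and 32 in cluster 5. The median remaining share of the nitrate response was 0.75, with quartiles of 0.56 and 1.04, and 0.72, with quartiles of 0.51 and 0.95, respectively. Under cPTIO, 38 genes of cluster 2 and 83 of cluster 5 were within 2-fold of −N.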

In addition to NO-dependent and independent DEGs, two additional gene clusters (3 and 6) were detected, including 219 DEGs in which the effect of the nitrate provision is further amplified by the NO scavenger application. 

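In cluster 3, 74 of 95 genes (77.9%) were over 2-fold lower in +NO_3_- + cPTIO than in +NO_3_-. In cluster 6, 63 of 118 genes (53.4%) were over 2-fold higher. The median log2 ratio of +NO_3_- + cPTIO to +NO_3_- was −2.24 in cluster 3, with quartiles of −3.45 and −1.13, and 1.05 in cluster 6, with quartiles of 0.70 and 1.53. The value of cluster 3 depended on the low levels under cPTIO, since a pseudocount of 1 reduced its median to −0.91 and its share of genes past 2-fold to 43.2%. The median remaining share was 2.38 in cluster 3, with a range of 1.33 to 5.95 over its genes, and 1.75 in cluster 6, with a range of 1.19 to 4.21. No gene of either cluster lay within 2-fold of −N under cPTIO. This follows from the choice of the genes, since each passed 2-fold with nitrate and each remaining share exceeded 1.

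**Figure D2:**
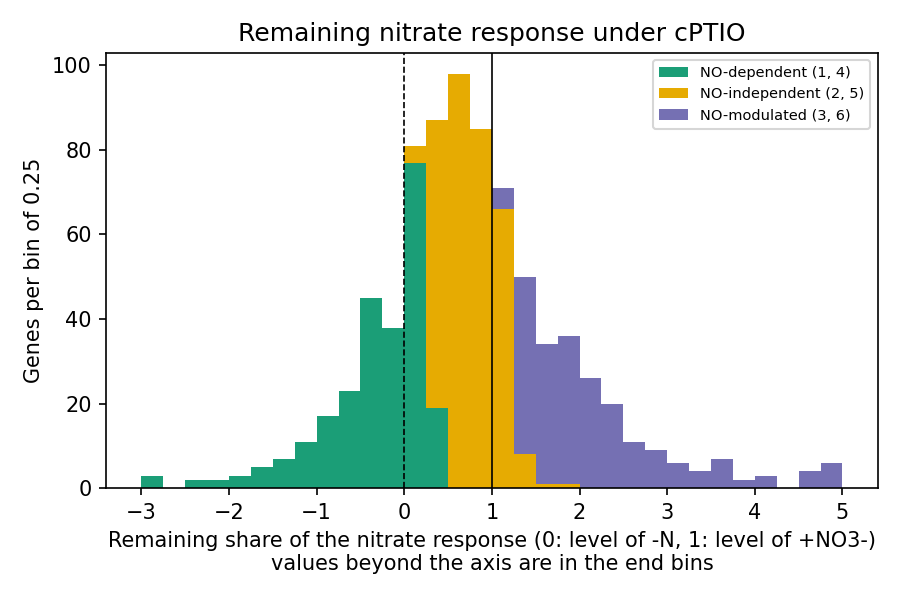
Number of nitrate-responsive genes (y axis) by the remaining share of the nitrate response under cPTIO (x axis, no unit), stacked and coloured by the paper's groups. The dashed line at 0 marks the level of −N and the solid line at 1 that of +NO3-, and the NO-independent genes lie between the other groups with no empty bin at their borders.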

Cluster 3, which includes 97 DEGs down-regulated by nitrate provision, and cluster 6, with 122 DEGs up-regulated by nitrate supply, were defined as NO-modulated groups. Even if NO is not necessary for the NO_3_^−^-transcriptional regulation of these genes, NO scavenging resulted in a magnified NO_3_^−^-induced up- or down-regulation, indicating that their transcriptional regulation by nitrate does not depend on NO production, even thought they could be regulated by NO regardless of nitrate. Therefore, in this context, they should be fully considered as nitrate regulated in an NO-independent way.

In detail, among the 269 DEGs dependent on NO, 104 DEGs resulted down-regulated by nitrate supply (cluster 1) and 165 up-regulated by nitrate supply (cluster 4), while among the 374 DEGs unresponsive to NO, 124 DEGs were down-regulated in response to nitrate (cluster 2) and 223 up-regulated by nitrate provision (cluster 5). As shown in Figure 1C, NO-dependent clusters 1 and 4 include transcripts in which cPTIO application restores expression levels comparable to those observed in −N. On the contrary, genes belonging to NO-independent clusters 2 and 5 displayed a similar trend of expression in response to NO_3_^−^ and upon cPTIO application. 

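Over all genes of a cluster, those listed at 0 included, the median RPKM in −N, +NO_3_- and +NO_3_- + cPTIO was 6.13, 1.89 and 7.19 in cluster 1, and 2.07, 5.80 and 1.31 in cluster 4. In cluster 2 it was 5.38, 1.68 and 2.25, and in cluster 5 it was 1.53, 5.95 and 4.43. From the return to the −N level, the paper concludes that the nitrate regulation of clusters 1 and 4 depends on NO, and from the similar trend in +NO_3_- and +NO_3_- + cPTIO that the regulation of clusters 2 and 5 does not. For clusters 3 and 6 it reasons that the nitrate regulation does not depend on NO, because scavenging NO magnified it, and it proposes that NO could act on these genes regardless of nitrate.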

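In cluster 3, the median log2 ratio to −N was −1.41 with nitrate alone and −3.62 with nitrate and cPTIO, and the quartiles of the latter were −5.31 and −2.54. The median RPKM over all genes of this cluster fell from 9.77 in −N to 3.48 in +NO_3_- and 0.694 in +NO_3_- + cPTIO. In cluster 6, the corresponding median log2 ratios were 1.38 and 2.56, with quartiles of 2.09 and 3.26 under cPTIO, and the median RPKM rose from 1.37 to 4.48 and 11.6. The +NO_3_- + cPTIO value stayed within 2-fold of +NO_3_- for 21 genes of cluster 3 and 55 genes of cluster 6.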

Finally, NO-modulated clusters 3 and 6 comprise transcripts which in response to cPTIO showed expression profiles with a greater magnitude with respect to NO_3_^−^/−N. Accordingly, when nitrate supply induced a down-regulation, the cPTIO provision replicated this negative regulation but to a greater extent (cluster 3, Figure 1C). Similarly, when nitrate provision induced an up-regulation, the cPTIO treatment imitated this induction but to a greater magnitude (cluster 6, Figure 1C).

### 2.2. Annotation and Classification of Clustered DEGs into GO Functional Categories

Gene Ontology (GO) provides a controlled vocabulary for describing biological processes (BP), molecular functions (MF), and cellular components (CC). A GO enrichment analysis was performed to functionally characterize the DEGs included in the six previously identified groups, and the resulting enriched GO terms were further distinguished in shared and unique terms (Figure 2; Table S3).

In Figure 2, GO terms that have been uniquely identified in each group are underlined, highlighting many specific components for the NO-responsiveness and NO-unresponsiveness transcriptional response to nitrate. 

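The term ammonium transport in Table S3 holds 3 genes of cluster 1, for which the files give no names. Zm00001d034782, on chromosome 1 of AGPv4 from 302188638 to 302191274, had an RPKM of 8.57 in −N, 2.95 in +NO_3_- and 13.9 in +NO_3_- + cPTIO. Zm00001d017249 on chromosome 5 fell from 2.81 to 0.645 with nitrate and stood at 2.09 with cPTIO, and Zm00001d025831 on chromosome 10 went from 8.72 to 3.91 and 7.26. The broader term transmembrane transport holds 18 genes of the cluster. All 18 were lower in +NO_3_- than in −N, with a median log2 ratio of −1.43, and all 18 were higher in +NO_3_- + cPTIO than in +NO_3_-, 15 of them by over 2-fold. Against −N, 3 of them differed by over 2-fold under cPTIO. The clusters were cut on these same values. In clusters 1, 3, 4 and 6 the directions of the members of a term or pathway therefore restate the cluster. In cluster 2, the 3 genes with fucosyltransferase activity are also those of the Golgi cisterna membrane. Zm00001d007973 and Zm00001d018716 changed by −1.88 and −1.14 in log2 with nitrate, and Zm00001d025547 went from an RPKM of 4.61 in −N to 1.15 in +NO_3_-. From +NO_3_- to +NO_3_- + cPTIO the log2 ratios of the 3 genes were 0.74, 0.33 and 0.17.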

DEGs belonging to cluster 1 (NO_3_^−^ down-regulated, NO-dependent) were specifically enriched for GO terms related to transmembrane transport, such as ammonium transport, while those NO-independent but still down-regulated by nitrate provision (cluster 2) showed a specific enrichment in GO terms related to the cell wall through a fucosyltransferase activity and Golgi cisterna membrane. Finally, genes included in cluster 3 showed a specific overrepresentation of terms related to catabolic processes, SL biosynthetic and metabolic processes, and cell junction. Conversely, peroxidase and antioxidant activity, cellular detoxification, reactive oxygen species metabolic process and cell wall localization related GO terms resulted concurrently enriched among the DEGs of clusters 1, 2, and 3.

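The strigolactone terms of cluster 3 rest on 2 genes, carotenoid cleavage dioxygenase 7 (CCD7, Zm00001d002736) and carotenoid cleavage dioxygenase 8 (CCD8, Zm00001d043442). CCD7 had an RPKM of 2.85 in −N, 0.976 in +NO_3_- and 0.286 in +NO_3_- + cPTIO, which are log2 ratios of −1.55 for nitrate and −1.77 for +NO_3_- + cPTIO against +NO_3_-. CCD8 had 7.94, 1.98 and 0.730, with log2 ratios of −2.01 and −1.44. The cell junction term holds 9 genes, all lower in +NO_3_- than in −N. In +NO_3_- + cPTIO, 1 of them is listed at 0 and the others were lower than in +NO_3_-, with a lowest log2 ratio of −6.22 and a highest of −0.62. Most members of this term also carry the peroxidase term of the cluster.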

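The peroxidase activity term holds 10 genes of cluster 1, 7 of cluster 2 and 9 of cluster 3, and all of them were over 2-fold lower in +NO_3_- than in −N. Their median RPKM was 8.14 in −N and 9.47 in +NO_3_- + cPTIO in cluster 1, 15.7 and 5.35 in cluster 2, and 9.54 and 0.525 in cluster 3. All 10 genes of cluster 1 were over 2-fold higher in +NO_3_- + cPTIO than in +NO_3_-. In cluster 2, 6 were higher and 1 was lower, and in cluster 3 all 9 were lower or listed at 0. In clusters 1 and 3 these directions follow from the choice of the clusters. Of these genes, 8 lie on chromosome 7 of AGPv4 between 174342433 and 174598577. Summed over these 8 genes, the RPKM was 216 in −N, 53.1 in +NO_3_- and 65.6 in +NO_3_- + cPTIO. Between +NO_3_- and +NO_3_- + cPTIO, 4 of them rose by 44.2 RPKM in all and 4 fell by 31.7 RPKM in all. The sequence similarity of these genes was not analysed here, so it is not known whether they share reads, and their single values are uncertain to that extent.

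**Figure D3:**
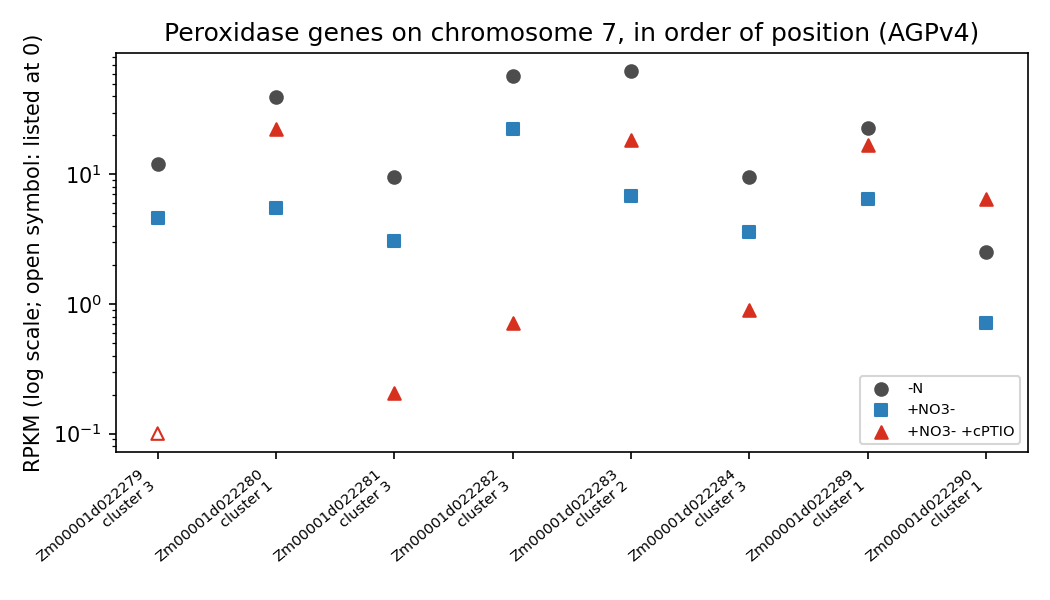
RPKM (y axis, log scale) of the 8 peroxidase genes on chromosome 7, in the order of their position, with 1 symbol per condition and the cluster of Table S2 under each identifier. Each gene was lower in +NO3- than in −N, whereas with cPTIO the genes of clusters 1 and 2 were higher than in +NO3- and those of cluster 3 were lower, and the open symbol stands for a gene listed at 0.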

On the other hand, transcripts NO-independent and up-regulated by nitrate (cluster 5) were enriched in terms related to oxygen carrier activity and oxygen binding, while those up-regulated by nitrate and NO-modulated (cluster 6) showed a specific enrichment in terms related to polysaccharide and carbohydrate binding, and siroheme metabolic processes which are involved in the reduction of nitrate or sulphate. 

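Oxygen carrier activity in cluster 5 rests on 2 genes. Zm00001d048020 on chromosome 9 had an RPKM of 33.1 in −N, 301 in +NO_3_- and 415 in +NO_3_- + cPTIO, and Zm00001d038718 on chromosome 6 had 0.313, 5.72 and 4.36. Polysaccharide binding in cluster 6 holds 6 genes, all higher in +NO_3_- than in −N, with log2 ratios between 1.08 and 2.57. All 6 were higher again in +NO_3_- + cPTIO than in +NO_3_-, with log2 ratios between 0.45 and 2.75, and 2 of them passed 2-fold. The directions follow from the choice of cluster 6. The siroheme term of cluster 6 rests on Zm00001d011428 and Zm00001d044138. The former went from an RPKM of 0.919 in −N to 2.35 in +NO_3_- and 3.84 in +NO_3_- + cPTIO, and the latter from 8.14 to 25.0 and 39.3. From +NO_3_- to +NO_3_- + cPTIO, the log2 ratios of both genes, 0.71 and 0.65, stayed under the 2-fold limit.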

No shared GO terms among cluster 5 and 6 were found and no enriched GO terms were detected among genes up-regulated by nitrate and NO-responsive (cluster 4).

### 2.3. MapMan Functional Analysis

Functional analyses of DEGs were performed by means of MapMan over-representation analysis. The MapMan ontology comprises a set of 27 tree-structured bins, describing the central metabolism, many regulatory processes such as transcription factors and signaling pathways, as well as biotic and abiotic stress responses. Many MapMan functional categories were found to be enriched among DEGs down-regulated upon nitrate supply, as shown in Figure 3A. For genes belonging to cluster 1 (down-regulated by nitrate and NO-dependent), functional bins related to lipid metabolism through fatty acids synthesis and elongation, transmembrane transport of sugars, ammonium, and sulphate were found. Cluster 2 (down-regulated by nitrate and NO-independent) displayed abundancy of transcripts related to protein post-translational modification, cell organization through the cytoskeleton, and late embryogenesis. Cluster 3 (transcripts modulated by NO, but down-regulated by nitrate independently from NO) showed a significant enrichment in terms related to the abscisic acid metabolism, to the abiotic stress (i.e., cold), and to alcohol dehydrogenases. Finally, shared enriched terms among the DEGs down-regulated by nitrate regardless of the NO actions interested cell wall-related genes, glutathione S transferases, and peroxidases.

Regarding clusters including genes up-regulated after nitrate provision (Figure 3B), fewer MapMan functional categories were found to be enriched, particularly auxin-related bins for cluster 4, N-metabolism, abiotic stress (i.e., heat), and biodegradation of xenobiotics bins for cluster 5, and lipid degradation and tetrapyrrole synthesis bins for cluster 6.

### 2.4. KEGG Analysis

A KEGG mapper pathways reconstruction was used to show pathways related to the six clusters (Figure 4; Table S4). While the multiple annotations in GO terms can lead to a strong redundancy, the KEGG Orthology (KO) database used a hierarchical structure of protein function terms. In addition, KEGG Mapper can be used as a collection of KEGG mapping tools for linking molecular objects such as genes, proteins, and metabolites to higher-level objects, such as pathways.

DEGs were assigned to 55 pathways for cluster 1, 57 pathways for cluster 2, 33 pathways for cluster 3, 21 pathways for cluster 4, 48 pathways for cluster 5, and 54 pathways for cluster 6. Some of these pathways were specifically reconstructed in each cluster, leading to suppose NO-dependent and NO-independent regulation processes, while other pathways were variably shared among two or more clusters (Figure 4).

Pathways related to fatty acid biosynthesis, membrane transport through ABC-type transporters, cell death, and finally, signal transduction through the MAPK- and phospholipase D were specific for genes down-regulated by nitrate and dependent on NO (cluster 1), while pathways related to stilbenoid, diarylheptanoid, and gingerol biosynthesis were specific for genes up-regulated by nitrate and NO-dependent (cluster 4).

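In Table S4 each of these pathways rests on 1 or 2 genes of the cluster. Fatty acid biosynthesis was represented by Zm00001d005148, with an RPKM of 4.80 in −N, 1.13 in +NO_3_- and 7.23 in +NO_3_- + cPTIO, and by Zm00001d045295, which is also the gene behind the cell death pathway, with 14.8, 7.13 and 42.9. The latter was thus over 2-fold higher with cPTIO than in −N, at a log2 ratio of 1.53. For the ABC transporters, Zm00001d053706 returned close to −N, with 6.69, 2.11 and 8.40, and Zm00001d043762 passed it, with 6.63, 3.13 and 39.1. The MAPK signaling gene Zm00001d053293 changed by −2.38 in log2 with nitrate and lay at −0.14 from −N with cPTIO. The corresponding values of the phospholipase D signaling gene Zm00001d029397 were −1.48 and 0.54. In cluster 4, the stilbenoid, diarylheptanoid and gingerol pathway rests on Zm00001d037073, with an RPKM of 0.503 in −N, 1.77 in +NO_3_- and 0.606 in +NO_3_- + cPTIO.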

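In cluster 5, the brassinosteroid biosynthesis gene Zm00001d020628 had an RPKM of 3.29 in −N, 7.76 in +NO_3_- and 7.00 in +NO_3_- + cPTIO. The zeatin biosynthesis genes Zm00001d032664 and Zm00001d042148 were higher with nitrate by 1.32 and 1.12 in log2, and their log2 ratios of +NO_3_- + cPTIO to +NO_3_- were −0.43 and −0.37. The genes assigned to Rap1 signaling, Zm00001d033980 and Zm00001d048913, were higher with nitrate by 1.10 and 2.85 and changed by 0.24 and −0.71 from +NO_3_- to +NO_3_- + cPTIO. In cluster 2, the gap junction gene Zm00001d040509, with an RPKM of 365 in −N, 166 in +NO_3_- and 188 in +NO_3_- + cPTIO, and the selenocompound gene Zm00001d013644, with 325, 155 and 164, were strongly expressed. The arginine biosynthesis gene Zm00001d006875 had 10.6, 4.74 and 4.56, and the sign of its small change from +NO_3_- to +NO_3_- + cPTIO reversed when the conditions were rescaled to the same median. The histidine metabolism gene Zm00001d017418 had 0.953, 0.313 and 0.509. For the fatty acid elongation gene Zm00001d048953, the log2 ratio of +NO_3_- + cPTIO to +NO_3_- was 1.47, a change of over 2-fold back toward −N.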

Pathways related to brassinosteroids and zeatin biosynthesis, and RAP1-signaling were specific for transcripts up-regulated by nitrate but unresponsive to NO (cluster 5), while the fatty acid elongation and gap junction, and the metabolism of arginine, histidine, and seleNO-compounds were specific for genes down-regulated by nitrate but unresponsive to NO (cluster 2).

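Actin depolymerizing factor 13 (ADF13, Zm00001d017516) and actin depolymerizing factor 7 (ADF7, Zm00001d051388), both in cluster 3, had an RPKM of 18.3 in −N. With nitrate they stood at 4.27 and 6.61, and with cPTIO at 0.598 and 0.271. The thiamine gene Zm00001d044228 of the same cluster went from 10.5 in −N to 3.11 in +NO_3_- and 0.473 in +NO_3_- + cPTIO. The riboflavin gene Zm00001d040308 went from 71.3 to 18.3 and 10.6, so its change from +NO_3_- to +NO_3_- + cPTIO stayed under 2-fold. In cluster 6, apyrase 1 (Zm00001d049008), the pyrimidine gene, had an RPKM of 0.203, 0.744 and 2.62 in −N, +NO_3_- and +NO_3_- + cPTIO, and adenylyl-sulphate kinase 3 (Zm00001d048785), the sulfur gene, had 1.53, 5.59 and 25.8. The branched-chain amino acid degradation genes Zm00001d028303 and Zm00001d029083 rose by 1.11 and 1.05 in log2 with nitrate and by a further 0.84 and 0.91 from +NO_3_- to +NO_3_- + cPTIO.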

Finally, pathways related to thiamine and riboflavin metabolism and to cell motility through the regulation of actin cytoskeleton were specific for transcripts down-regulated by nitrate and NO-modulated (cluster 3), while pyrimidine metabolism, sulfur metabolism and valine, leucine and isoleucine degradation were specific for those up-regulated by nitrate and modulated by NO (cluster 6).

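The cytochrome P450 drug metabolism pathway of Table S4 holds 3 genes of cluster 1, 2 of cluster 3 and 1 of cluster 6. Of those in cluster 1, Zm00001d029699 went from an RPKM of 8.65 in −N to 3.98 in +NO_3_- and 176 in +NO_3_- + cPTIO, Zm00001d043344 from 13.3 to 4.46 and 117, and Zm00001d027995 from 8.87 to 3.76 and 17.9. All 3 were thus over 2-fold above −N with cPTIO. The cluster 3 genes Zm00001d029707 and Zm00001d030348 had log2 ratios of +NO_3_- + cPTIO to +NO_3_- of −3.96 and −1.13, and the cluster 6 gene Zm00001d029708 had 2.40. Zm00001d029699, Zm00001d029707 and Zm00001d029708 lie on chromosome 1 of AGPv4, with starts at 83058554, 83264282 and 83411024. Phenylpropanoid biosynthesis held 9, 6, 10, 2, 5 and 2 genes of clusters 1 to 6. Their median log2 ratios of +NO_3_- + cPTIO to +NO_3_- were 1.91, 0.90, −3.42, −1.60, −0.55 and 0.71, in this order.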

Xenobiotics biodegradation and metabolism-related pathways (i.e., drug metabolism via cytochrome P450, or other enzymes) were shared among clusters 1, 3, and 6, while phenylpropanoid biosynthesis pathway was shared among all clusters, regardless of NO action (Table S4**)**. 

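Plant hormone signal transduction in Table S4 holds 2 genes of cluster 2, 1 of cluster 3, 3 of cluster 4, 2 of cluster 5 and 5 of cluster 6. In cluster 4, Zm00001d009309 had an RPKM of 5.75 in −N, 12.8 in +NO_3_- and 3.03 in +NO_3_- + cPTIO, and Zm00001d045203 had 2.40, 5.63 and 2.05. Zm00001d038296 of cluster 5 had 1.64, 4.01 and 2.29, so that its +NO_3_- + cPTIO value lay between those of −N and +NO_3_-. The 5 genes of cluster 6 were higher with nitrate by 1.02 to 2.30 in log2. From +NO_3_- to +NO_3_- + cPTIO they rose by a further 0.43 to 1.52, 4 of them by over 2-fold.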

Remarkably, pathways related to plant hormonal signaling were shared among all clusters, with the only exception for cluster 1 (genes down-regulated by nitrate and NO-dependent). The KEGG Search&Color Pathway tool allowed us to highlight further peculiarities in terms of hormonal pathways among the five clusters (Figure S1). Ethylene signaling was specific for cluster 5, independent from NO, as well as some components of auxin signaling (*SAUR*) were specific in cluster 2. Nevertheless, other auxin-signaling components, such as *Aux/IAA* and *GH3*, were shared between clusters 3 and 4. 

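The cluster 3 hormone gene is Zm00001d034463, with an RPKM of 11.5 in −N, 3.98 in +NO_3_- and 2.48 in +NO_3_- + cPTIO. In cluster 2, Zm00001d026262 had 7.74, 2.48 and 2.30. The following IAA-amido synthetases are named in Fig. 6A. GH3.6 (Zm00001d010697), in cluster 4, had an RPKM of 0.480 in −N, 1.46 in +NO_3_- and 0.113 in +NO_3_- + cPTIO, which is over 2-fold under −N. GH3.17 (Zm00001d007395) is assigned to cluster 2 in Table S2, and had 2.86, 0.579 and 0.468.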

Regarding genes related to cytokinin biosynthesis, and the abscisic acid, jasmonic acid, and salicylic acid signaling, they all were included in cluster 6, thus being NO-modulated but up-regulated by nitrate independently from NO. Finally, the brassinosteroids signaling was related to the NO-dependent cluster induced by nitrate (cluster 4).

### 2.5. Analysis of Transcription Factors

The presence of transcription factors (TFs) among DEGs was then evaluated with a targeted search using the iTAK database (Figure 5). A total of 53 TF-encoding genes from 26 TF families were globally identified. Cluster 1 includes 6 of them from 3 TF families, cluster 2 counts 13 of them from 11 TF families, cluster 3 comprises only 4 TF-encoding genes from 4 TF families, cluster 4 includes 20 of them from 12 TF families, cluster 5 exhibits 21 TF-encoding genes from 14 TF families, and cluster 6 encloses 11 TF-encoding genes from 9 TF families. Among the identified TF families, NAC members seemed specific and highly represented in cluster 1, the GARP-G2-like family appeared the most representative for cluster 4, WRKY appeared the most representative TF family for cluster 5 (even it was found also in other clusters), and the Tify family for cluster 6. Nevertheless, bHLH and WRKY appeared equally shared among all clusters, except for cluster 1, while LOB and MYB were common among clusters 5, 4, 2, and 6, suggesting a universal involvement of these four TF families in the maize root response to nitrate regardless of NO action. bZIP, HSF, MYB-related, PLATZ, and TAZ TF-families appeared only in cluster 5, GeBP and GNAT only in cluster 4, OFP and TRAF only in cluster 2, GRAS only in cluster 3, and B3, GARP-ARR-B, and Tify only in cluster 6.

### 2.6. Validation of RNA-seq Data by Real-Time PCR (qRT-PCR)

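Among the genes lower with nitrate, BEARSKIN2 (Zm00001d003583, cluster 1) had an RPKM of 1.77 in −N, 0.207 in +NO_3_- and 1.19 in +NO_3_- + cPTIO. In cluster 2, Root cap periphery gene2 (Zm00001d052527) had 65.2, 7.36 and 8.63, whereas Root-cap periphery1 (Zm00001d041984) had 131, 17.6 and 41.0, a rise of 1.22 in log2 from +NO_3_- to +NO_3_- + cPTIO. Respiratory burst oxidase homolog protein C (Zm00001d007430), SCAR2 (Zm00001d028803), a Ras-related small GTP-binding protein (Zm00001d047945) and CYCLOPS (Zm00001d035962) changed by 0.38, 0.33, 0.09 and −0.12 in log2 from +NO_3_- to +NO_3_- + cPTIO. In cluster 3, Scarecrow-like protein 26 (Zm00001d053163) went from 2.24 to 0.908 and 0.183. Dehydrin DHN1 (Zm00001d037894, cluster 4) is listed at 0 in −N and had 13.6 in +NO_3_- and 0.257 in +NO_3_- + cPTIO. In cluster 5, Cell number regulator 2 (Zm00001d050899) and Protodermal factor 1 (Zm00001d043588) kept 85.0% and 95.5% of their log2 response to nitrate under cPTIO. Mitogen-activated protein kinase kinase 5 (Zm00001d052066) kept 41.6% and argonaute 1 (Zm00001d006351) 42.9%, and the latter was at an RPKM of 0.0960 in −N, 1.09 in +NO_3_- and 0.272 in +NO_3_- + cPTIO. In cluster 6, Grassy tillers1 (Zm00001d028129) went from an RPKM of 2.08 to 5.39 and 21.0, and ATFP4 (Zm00001d025654) from 2.67 to 32.7 and 92.3.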

Twenty-three genes belonging to all six clusters were randomly selected according to both their transcription profiles and their putative functions, and their expression levels were shown in a heat map figure (Figure 6A). Among them, one gene for each cluster was randomly selected, and their transcription levels were measured in the −N and +NO_3_^−^ samples (Figure 6B). The list of the six selected genes with the primers used for the gene expression analysis are reported in Table S5. 

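In the RNA-seq values, the root cap-specific protein gene Zm00001d045420 (cluster 1) had an RPKM of 44.7 in −N and 6.04 in +NO_3_-, a log2 ratio of −2.89. RABA6a (Zm00001d009964, cluster 2) had a log2 ratio of −1.03 and Roothairless6 (Zm00001d030121, cluster 3) one of −1.72. The genes higher with nitrate were AIR12 (Zm00001d031556, cluster 4), SOMBRERO (Zm00001d016119, cluster 5) and ROOT HAIR DEFECTIVE 3 homolog 2 (Zm00001d052961, cluster 6), with log2 ratios of 2.43, 2.02 and 1.43. MEP (Zm00001d018359), the reference gene of the qRT-PCR, had an RPKM of 229 in −N and 230 in +NO_3_-, and the sign of its log2 ratio of 0.01 reversed when the conditions were rescaled to the same median. The +NO_3_- + cPTIO samples were not part of the qRT-PCR. In the RNA-seq values, AIR12 stood at 0.539 in −N, 2.90 in +NO_3_- and 0.531 in +NO_3_- + cPTIO, and the sign of its small difference between −N and +NO_3_- + cPTIO reversed under the same rescaling. Roothairless6 fell to 0.170 in +NO_3_- + cPTIO, from 7.90 in −N and 2.39 in +NO_3_-.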

The qRT-PCR results confirmed the RNA-seq profiles, even if the entity of their fluctuations varied with respect to RNA-Seq data, probably because of the higher sensitivity of the RNA-seq analysis.

### 2.7. No Impact on Maize Seedlings Growth

To dissect the direct effect of NO on the maize seedlings root growth, lateral root density (LRP) and root weights were measured in response to the NO scavenger cPTIO (Figure 7). Nitrate-provided plants always showed a significantly higher number of LRP (+18.4%) compared to plants grown in an N-free solution (−N), as already reported by Ravazzolo et al. [29]. However, when cPTIO was provided together with nitrate, a marked decrease in LRP density (−24.8%) was noticed (Figure 7A). As far as the root biomass accumulation was concerned, a significant increase in their fresh weights was observed in response to NO_3_^−^ (+20%), but the provision of cPTIO restored the −N phenotype (Figure 7B).

## 3. Discussion

Nitrate availability strongly affects root development [35,36,37,38]. Previous works on maize seedlings evidence the role played by nitric oxide (NO) produced by nitrate reductase (NR) in inducing the root apex to elongate soon after nitrate provision [15,16,17]. Further studies also showed that nitric oxide participates in many aspects involved in root development, as summarized by Trevisan et al. [16] and Freschi [39].

Besides NO, strigolactones (SLs) also are supposed to take part to the nitrate regulation of root development in maize, possibly through a combined action with auxin [20,29,30]. However, the exact interplay among NO, SLs, and auxin in the overall process is still far from being fully understood.

Thanks to a combined pharmacological and molecular approach, the participation of NO in the regulation of the maize root response during the first 24 h after nitrate provision was deepened. Our results (Figure 1) showed that 32% of the nitrate-regulated genes were NO-responsive (clusters 1 with genes down-regulated by nitrate provision, and cluster 4 with genes up-regulated by nitrate supply), whilst 42% of them displayed a regulation of their transcription regardless of NO production (clusters 2 with genes down-regulated by nitrate provision, and cluster 5 with genes up-regulated by nitrate supply). Furthermore, 26% of the nitrate-regulated genes, despite being modulated by NO (clusters 3 with genes down-regulated by nitrate provision, and cluster 6 with genes up-regulated by nitrate supply), are supposed to be regulated by nitrate in an NO-independent mode, since cPTIO provision strongly heightened the nitrate-induced gene expression.

The comparison of the main GO categories enriched in the six clusters (Figure 2; Table S3) revealed that the overall root response to nitrate could be decomposed in accordance with its dependency on NO and that specific pathways distinguish this response depending on the downstream effector (NO, nitrate itself or any further molecule belonging to the assimilation pathway).

KEGG ontology and MapMan enrichment provided further information on metabolic and signaling processes featuring the maize root response to nitrate and mediated by NO or dependent on further downstream events. As already showed by GO analysis (Figure 2), the MapMan analysis (Figure 3) and the KEGG Reconstruction (Figure 4) clearly indicates that many processes are specifically regulated in response to NO biosynthesis, while few others seem to mainly depend on further signals.

Transcripts down-regulated by nitrate in an NO-dependent manner (cluster 1) were enriched in terms related to specific transmembrane transport activity, in particular, of ammonium (Figure 2), sugars, and sulphate (Figure 3) and in terms related to phospholipase D- and MAPK signaling (Figure 4). The link between NO- and MAPK- signaling has been already revealed in diverse physiological processes [40], such as adventitious root development in cucumber [41,42] and isoflavone accumulation in soybean [43]. Furthermore, fatty acids biosynthesis/degradation and lipid metabolism pathways were also included in cluster 1 (Figure 4), probably being involved in the regulation of the cell membrane development. Accordingly, the lipid biosynthesis was shown to be significantly altered by N nutrition in Arabidopsis [44,45] and in *Camellia sinensis* L. [46]. Moreover, cluster 1 is the only cluster with no DEGs encoding hormone-related targets (Figure S1), but it is enriched in NAC-type transcription factors (Figure 5), having functions in nutrient distribution, cell wall biosynthesis, and abiotic and biotic stress responses [47].

The cluster of transcripts up-regulated by nitrate in an NO-dependent manner (cluster 4) was particularly enriched in TF-encoding genes (Figure 5), such as the GARP-G2-like family, which is usually associated with chloroplast development, but also with abiotic stress resistance [48], and LOB family, which is related to root development [49]. In addition, a correlation with auxin signaling through Aux/IAA transcriptional regulators and *GH3* auxin-responsive gene, and with brassinosteroids response through the induction of *TCH4, a* xyloglucan endotransglucosylase/hydrolase encoding gene [50] was clearly evidenced for this cluster (Figure S1).

Genes regulated by nitrate provision and defined as NO-modulated (clusters 3 and 6) should be considered as NO-unresponsive, since the cPTIO provision do not reverse the nitrate effect on their transcriptional regulation. Among them, cluster 3 (down-regulated by nitrate) includes the regulation of actin cytoskeleton by the *actin depolymerizing factor 13* (*ADF13*, Zm00001d017516) and *actin depolymerizing factor 7* (*ADF7*, Zm00001d051388) as a typical feature (Figure 4). ADF is a small class of actin-binding proteins that regulates the dynamics of actin in cells. Recently, Huang et al. [51] showed that maize *ADF13* is significantly upregulated upon abiotic stress such as drought stress, while *ADF7* appeared involved in cold resistance. Actually, cluster 3 was enriched for the abiotic stress bin regarding cold (Figure 3). It also included two genes encoding components of strigolactone biosynthesis and metabolism (Zm00001d002736 encoding the ‘*carotenoid cleavage dioxygenase 7′* and Zm00001d043442 encoding the ‘*carotenoid cleavage dioxygenase 8′*; Figure 2; Table S3), suggesting that the involvement of SL in response to N, at least in our conditions, takes place independently from NO production. Nevertheless, in sunflower, it has been demonstrated that NO regulates the lateral root development through a reversible inhibition of CCD activity [52], and in rice, Sun et al. [53] suggested that NO targeted D53, a repressor of SLs, thanks to a proteasome-mediated degradation, as also confirmed by Zhou et al. [54] and Jiang et al. [55].

As far as cluster 6 is concerned, it was characterized by polysaccharide binding terms (Figure 2), together with some terms involved in defense response-related hormone metabolism, such as jasmonic acid (JA), salicylates (SA), and abscisic acid (ABA) (Figure S1). In addition, it was significantly enriched in Tify-type transcription factors (Figure 5). Among Tify-subfamilies, the Jasmonate ZIM-Domain (JAZ) family was identified as a transcriptional repressor of JA signaling [56], reinforcing the hypothesis that transcripts up-regulated by nitrate and NO-unresponsive could be related to jasmonate-signaling and resistance to biotic stress [56,57] and suggesting that the effects of nitrate nutrition on biotic stress tolerance are due to nitrate itself or to further molecules downstream its assimilation (nitrite, ammonium, or amino acids). Actually, JA and SA are well studied for their involvement in both abiotic and biotic stress responses [58,59]. Previous papers evidenced the impact of nitrogen nutrition on stress tolerance [34,60,61]. The importance of the quality of nitrogen nutrition is, therefore, relevant considering the impact of environmental stress on crop productivity. The knowledge of the underlying mechanisms and the fine-tuning management of the mineral nutrition could be helpful in defining more suitable defense practices. cluster 6 also includes transcripts with putative functions in nucleotide metabolism, such as Zm00001d049008 encoding ‘*apyrase 1′* and Zm00001d048785 encoding ‘*adenylyl-sulphate kinase 3′* (Figure 4). Apyrases (APYs) are fundamental in maintaining cellular ATP homeostasis by controlling the nucleoside triphosphate (NTP) homeostasis [62], but they are also involved in the regulation of stress adaptation [63]. Accordingly, it was shown that overexpression of *APY* could significantly inhibit ROS production and could promote stress resistance in Arabidopsis [64] and wheat [65]. The involvement of ROS homeostasis in maize root response to nitrate was already suggested by Trevisan et al. [19], but no information on the upstream signals was available. On the other hand, the adenylyl-sulphate kinase is involved in the sulphate activation for sulfonation, thus in sulfur metabolism, by catalyzing the reaction of adenosine 5’-phosphosulfate (APS) with ATP to form 3’-phosphoadenylyl-sulfate (PAPS) and ADP [66]. PAPS is then used as the universal sulfonate donor for all sulfotransferase reactions and sulfonated macromolecules are involved in many important processes, such as cell adhesion, and plant defense mechanisms [67]. These results further highlighted that the effects of nitrate nutrition on the defense response could be related to nitrate itself or to further compounds downstream its assimilation (nitrite, ammonium, or amino acids), without interplay with NO.

Finally, among genes showing an NO-independent regulation (clusters 2 and 5), the main feature for cluster 2 (transcript down-regulated by nitrate) was fucosyltransferase activity (Figure 2), protein posttranslational modification, late embryogenesis abundant (LEA) protein, and microtubule-related bins (Figure 3), while no specific transcription factors were detected for this cluster. Fucosyltransferase activity, likely related to the cell wall xyloglucan biosynthesis [68], and cytoskeleton organization are both shared with other clusters (Figure 2, Figure 3 and Figure 4). LEA protein are instead characteristic of transcript down-regulated by nitrate and NO-independent (cluster 2, Figure 3). LEA polypeptides are typically accumulated in response to water stress and act as molecular chaperones [69], but they can also be involved in the root development [70]. Terms typical of cluster 5 (up-regulated by nitrate, NO-independent) are related to abiotic stresses (heat and biodegradation of xenobiotics, Figure 3), suggesting that the resistance to heat and the detoxification from xenobiotics are independent from NO action.

As already stated, N availability affects root development in an extraordinarily complex way, by influencing its architecture at various key points and depending on many factors. The untargeted approach utilized here allowed us to identify several transcripts putatively controlling root growth and development and similarly distributed among clusters 1, 2, and 3 (Figure 6A). For six genes randomly selected among all clusters, the gene expression profiles where further confirmed by qRT-PCR (Figure 6B).

Cluster 1 included transcripts involved in root cap maturation and root protection, such as ‘*root cap-specific protein’* (Zm00001d045420), which is the homolog of Arabidopsis *GDP-D-Mannose-4,6-Dehydratase 2* (*GMD2*), and ‘*bearskin 2′* (Zm00001d003583). Clusters 2 and 3 comprised transcripts participating in root organogenesis and differential root growth (Zm00001d028803 ‘*scar2′*, Zm00001d035962 ‘*cyclops’*, Zm00001d030121 ‘*roothairless6′*, Zm00001d053163 ‘*scarecrow-like protein 26′*). Even though further research will be necessary to assess their effective role in this process, these results confirm the importance of nitrate availability in regulating the root development and further highlight the complexity of the signaling process controlling nitrate regulation of root architecture, which seems to involve both NO-dependent and NO-independent mechanisms.

The provision of cPTIO strongly inhibited the nitrate-induced lateral root development (Figure 7), leading us to definitely include NO among the signals participating in the regulation of lateral root development in response to nitrate, together with auxin and strigolactones. 

Globally, these results provide useful information on the processes and transduction signaling regulated by nitrate that are dependent on the early production of nitric oxide, further allowing us to also identify the nitrate-induced responses independent from this molecule. Many known candidate genes for root organogenesis and development were included in each cluster, highlighting the complexity of the maize root developmental response to nitrate availability. Furthermore, additional and previously unknown molecular components of the nitrate action were identified and attributed either to the NO-dependent or NO-independent responses.

Recent papers [29,30] evidenced a crucial involvement of both auxin and strigolactones, which act both in a connected and synergistic way or autonomously to regulate maize root response to nitrate. The present results suggest that the auxin signaling might at least in part depend on the NO production occurring immediately after the provision of nitrate, as also hypothesized by Manoli et al. [27]. Nonetheless, the SL action seems to directly constitute a mechanism self-directed and autonomous from NO.

## 4. Materials and Methods

### 4.1. Maize Seedlings Growth

Maize (*Zea mays* L.) B73 inbred line plants were grown as previously reported in Ravazzolo et al. [34]. In brief, seeds were rinsed in distilled water and germinated on wet filter paper at 25 °C in the dark, as described by Manoli et al. [15]. After 3 days, germinated seedlings were pre-treated for 24 h in 50 mL of an N-deprived Hoagland nutrient solution (−N) and then transferred to 3 different treatment nutrient solutions: −N (negative control), complete nutrient solution supplied with 1 mM NO_3_^−^, or complete nutrient solution supplied with 1 mM NO_3_^−^ and treated with 1 mM 2-(4-carboxyphenyl)-4,4,5,5-tetramethylimidazoline-1-oxyl-3-oxide (a NO scavenger, cPTIO, Sigma-Aldrich, Merck KGaA, Darmstadt, Germany). Seedlings were maintained in a growth chamber with a day/night cycle of 14/10 h at 25/18 °C air temperature, 70%/90% relative humidity, and 280 μmol m^−2^·s^−1^ photon flux density. For each condition, three biological replicates were analyzed (20 plants for each condition).

### 4.2. RNA Extraction and Libraries Preparation for Illumina Sequencing

Portions of 1.5 cm of root apices from the root tip cap were sampled from 20 pooled seedlings after 24 h in the treatment nutrient solution (−N, +NO_3_^−^, +NO_3_^−^ + cPTIO), in three independent biological repetitions, and immediately frozen in liquid nitrogen. Total RNA was extracted, DNAsed, and quantified as described by Ravazzolo et al. [34]. Libraries for Illumina sequencing were prepared according to the manufacturer’s instructions using the TruSeq RNA Sample Preparation kit (Illumina, San Diego CA, USA). Sequencing was performed at the Centro di Ricerca Interdipartimentale per le Biotecnologie Innovative (CRIBI, Padova, Italy), on a NextSeq500 (Illumina) instrument, producing from 23 to 35 million of 75 nt single end reads (Table S6). Datasets corresponding to −N and +NO_3_^−^ treatments were already analyzed and discussed in a previous work [34]. Here, we used them to further investigate the transcriptional regulation of root response to NO_3_^−^ provision, using cPTIO as nitric oxide (NO) scavenger to block NO signaling.

### 4.3. Processing of Sequencing Reads and Differential Expression Analysis

Base calling was performed using the Illumina Pipeline. The resulting raw reads were processed with Trimmomatic 0.33 [71] for trimming adapters and filtering low-quality reads. After quality filtering and trimming, only two biological replicates were kept for the +NO_3_^−^ + cPTIO treatment. The resulting high-quality reads were mapped to the maize B73 reference genome (RefGen ZmB73 Assembly AGPv4 and Zea_mays.AGPv4.38.gtf Ensembl Plants transcript annotation) [72] with Tophat 2.0.13 [73], as described by Ravazzolo et al. [34]. Pairwise differential expression analyses were performed with Cuffdiff v2.2.1 [74] selecting the following options: --multi-read-correct, --compatible-hits-Norm, --dispersion-method per-condition, and --library-Norm-method quartile (Supplementary Dataset S1 and S2). The genes showing a log2 fold change ratio > |1| (corresponding to a 2-fold change variation in expression level) and a false discovery rate (FDR) adjusted *p*-value ≤ 0.05 were considered as differentially expressed genes (DEGs). A Venn diagram (https://bioinfogp.cnb.csic.es/tools/venny/, accessed on 10 Febrary 2021) was used to compare and integrate DEGs responsive to nitrate and in at least one of the other treatments (−N, +NO_3_^−^ + cPTIO). Hierarchical clustering of these selected DEGs was then performed by Pearson’s correlation using the “pheatmap” package in R software (https://www.r-project.org, accessed on 14 Febrary 2021, R version 4.0.3) and displayed as a heat map of normalized, scaled, RPKM expression values. This clustering allowed us to distinguish between the NO-dependent response, the NO-independent response, and NO-modulation, each one further divided based on the up- or down-regulation on gene expression exerted by nitrate provision. RNA-Seq data from this article can be found in the Gene Expression Omnibus data library under accession number GSE173102 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173102, accessed on 22 April 2021).

### 4.4. Gene Ontology (GO) Enrichment and Functional Annotation

GO term enrichment was determined by comparing the number of DEGs included in each cluster to the number of expressed genes in each GO term with gProfiler web-software [75]: the hypergeometric statistic for every term was used to estimate the significance of enriched pathways and processes in the gene lists and the default ontology-focused g:SCS correction method for multiple testing was applied. Maize GO annotation was retrieved from the Ensembl plant genome database. To identify the most important metabolic pathways among the six clusters, DEGs were aligned to the KEGG (Kyoto Encyclopedia of Genes and Genomes) database using the KEGG Reconstruction Pathway tool (https://www.genome.jp/kegg/, accessed on 24 Febrary 2021), and the resulting pathways were visually represents using the DiVenn tool (https://divenn.noble.org/, accessed on 25 Febrary 2021) [76]. To identify the transcription factors (TFs), the iTAK database was employed (http://itak.feilab.net/cgi-bin/itak/index.cgi, accessed on 10 Febrary 2021) [77]. The functional analysis of DEGs among the six clusters was performed using MapMan [78,79] and the overrepresentation of categories was determined using Fisher’s exact test. A critical cut-off value of 0.05 (corresponding to a Z-score ≥ 1.96) was applied to select enriched functional categories.

### 4.5. cDNA Synthesis and Quantitative Reverse Transcription PCR

The same RNA used for the RNA-seq analysis in −N and +NO_3_^−^ treatments was reverse transcribed to cDNA as described by Manoli et al. [80]. qRT-PCR was performed using the StepOne Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) as described by Nonis et al. [81]. SYBR Green reagent (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) was used in the reaction, according to the manufacturer’s instructions. Melting curve analysis confirmed the absence of multiple products and primer dimers. Target gene relative expression was determined according to the Livak and Schmittgen [82] method, using *MEP* (membrane protein PB1A10.07c, Zm00001d018359) as a reference gene, according to Manoli et al. [80]. Primers were designed using the Primer3 web tool (version 4.1.0; https://primer3.ut.ee/, accessed on 23 July 2021) [83,84]. The genes and primers used are reported in Table S5.

### 4.6. Maize Seedlings Growth Analysis

Seedlings grown for 24 h in the N-deficient solution and then transferred in three different nutrient solutions for 24 h (−N, +NO_3_^−^, +NO_3_^−^ + cPTIO) were also evaluated for lateral root development phenotype.

Lateral root primordia (LRP) were visualized with a hematoxylin staining solution, and the images were analyzed with Image J Image Analysis Software as described by Ravazzolo et al. [29]. The LR density was expressed as a percentage compared to the value observed for N-deprived roots. Roots of maize seedling were separated and individually weighed. In order to obtain the average data of root weights for each tested treatment, the average weight of root was calculated for every biological repetition and then was averaged between the three biological repetitions. Three biological replicates for each treatment and an ANOVA statistic test were performed (*n* = 20).

## Figures and Tables

**Figure 1:**
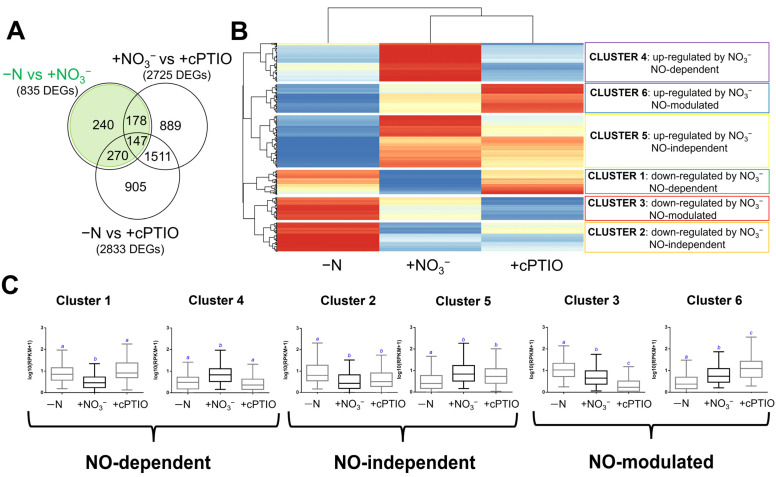
Venn and clustering analysis of genes differentially expressed in +NO_3_^−^ and +NO_3_^−^ + cPTIO treatments with respect to the control (−N) in maize root tissues. (**A**) Venn diagram showing the numerical comparison of all significant (log2 FC > |1|; FDR ≤ 0.05) differential expressed genes (DEGs) following −N, +NO_3_^−^, and +NO_3_^−^ + cPTIO treatments. (**B**) Clustered heat map of expression changes in pairwise comparison between −N (control), +NO_3_^−^ and + cPTIO treated roots, for the 835 shared DEGs. DEGs normalized z-scaled expression values are reported in a blue to red color scale (blue: lower RPKM values, red: higher RPKM values). (**C**) Boxplot of normalized expression values presented as log10 transformed RPKM for the genes included in each cluster; blue letters indicate Mann–Whitney statistics test with *p* < 0.01. The analysis reveals 6 clusters that could be described by the expression behaviors in response to NO_3_^−^ provision and NO-(un)responsiveness: Cluster 1 (NO-dependent and down-regulated by NO_3_^−^), cluster 2 (NO-independent and down-regulated by NO_3_^−^), cluster 3 (NO-modulated and down-regulated by NO_3_^−^), cluster 4 (NO-dependent and up-regulated by NO_3_^−^), cluster 5 (NO-independent and up-regulated by NO_3_^−^), and cluster 6 (NO-modulated and up-regulated by NO_3_^−^). RPKM: Reads Per Kb per Million; FC: Fold change.

**Figure 2:**
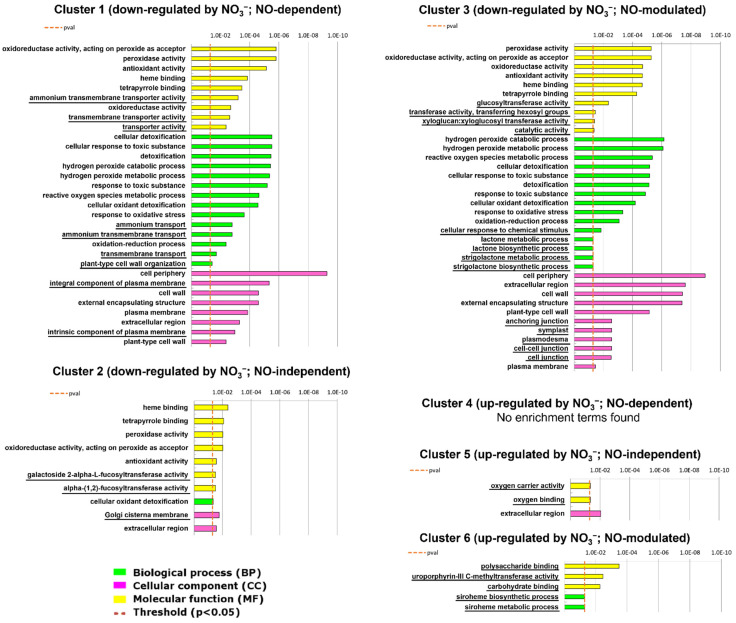
Enrichment analysis of DEGs clustered in 6 groups using gProfiler. The figure shows the GO categories overrepresented among genes down-regulated by nitrate provision and NO-dependent (cluster 1), down-regulated by nitrate and NO-independent (cluster 2), down-regulated by nitrate and NO-modulated (cluster 3), up-regulated by nitrate provision and NO-independent (cluster 5), or up-regulated by nitrate and NO-modulated (cluster 6). The specific and unique terms for each group are underlined. No enriched terms were found among DEGs up-regulated by nitrate provision and NO-dependent (cluster 4).

**Figure 3:**
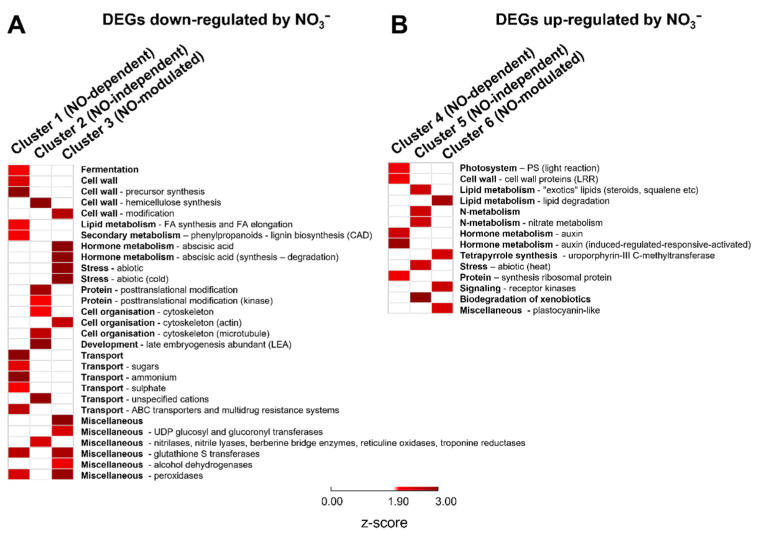
MapMan functional categories enrichment of DEGs identified in the six groups ((**A**) down-regulated by nitrate provision; (**B**) up-regulated by nitrate provision) using the PageMan tool with Fisher’s test. PageMan automatically converted the *p*-values to their corresponding z-scores (e.g., 1.96 for a *p*-value of 0.05). In the map, white boxes represent no enrichment, while different magnitudes of red show increasing significance of the enriched terms.

**Figure 4:**
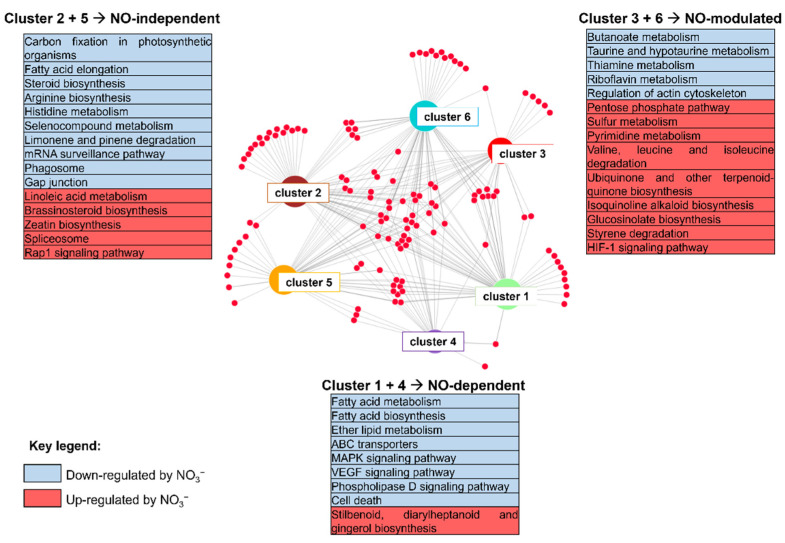
Pathway assignment based on KEGG mapper reconstruction of DEGs specific among the six clusters. Cluster 1, DEGs down-regulated by nitrate provision and NO-dependent; cluster 2, DEGs down-regulated by nitrate and NO-independent; cluster 3, DEGs down-regulated by nitrate and NO-modulated; cluster 4, DEGs up-regulated by nitrate provision and NO-dependent; cluster 5, genes up-regulated by nitrate provision and NO-independent; cluster 6, DEGs up-regulated by nitrate and NO-modulated.

**Figure 5:**
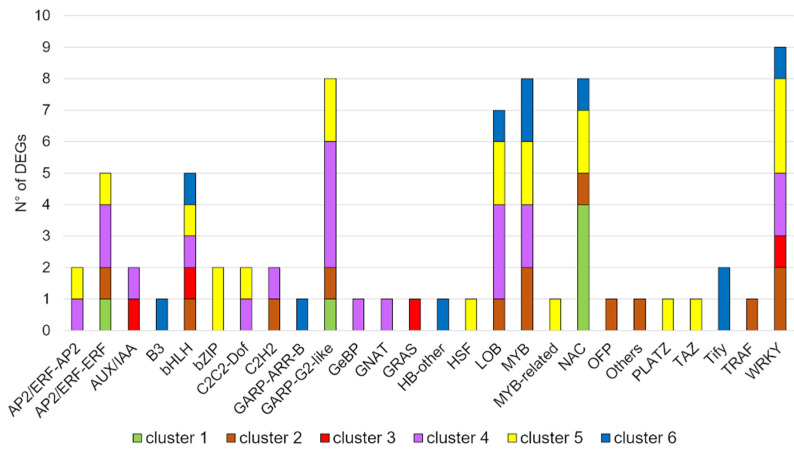
Comparison between transcription factors (TFs) in the six clusters. Cluster 1, DEGs down-regulated by nitrate provision and NO-dependent; cluster 2, DEGs down-regulated by nitrate and NO-independent; cluster 3, DEGs down-regulated by nitrate and NO-modulated; cluster 4, DEGs up-regulated by nitrate provision and NO-dependent; cluster 5, genes up-regulated by nitrate provision and NO-independent; cluster 6, DEGs up-regulated by nitrate and NO-modulated. The number of genes coding for transcription factors were detected using the iTAK database.

**Figure 6:**
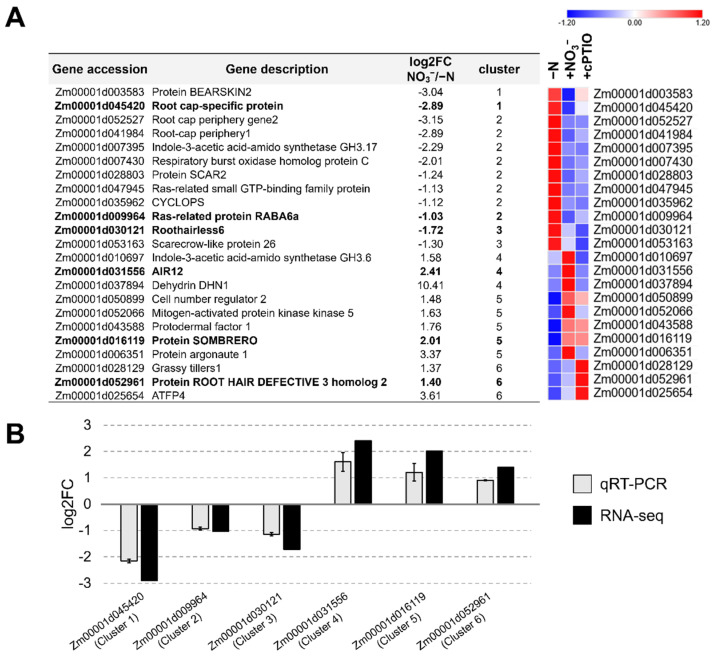
Validation of RNA-seq data by Real-time PCR (qRT-PCR). (**A**) Heat map of expression changes in pairwise comparison between −N (control), +NO_3_^−^ and +cPTIO treated roots, for 23 randomly selected differentially expressed genes (DEGs) among all the six clusters. DEGs normalized z-scaled expression values are reported in a blue to red color scale (blue: lower RPKM values, red: higher RPKM values). In bold are highlighted the six genes used for qRT-PCR. (**B**) Six representative genes were chosen to validate the RNA-seq data by qRT-PCR. The gray bars represent mean values of the log2 fold-change ratio (log2FC) among NO_3_^−^/−N samples obtained from three biological replicates of qRT-PCR, with error bars reporting the standard errors, while the black bars represent the RNA-seq data. RPKM, Reads Per Kb per Million.

**Figure 7:**
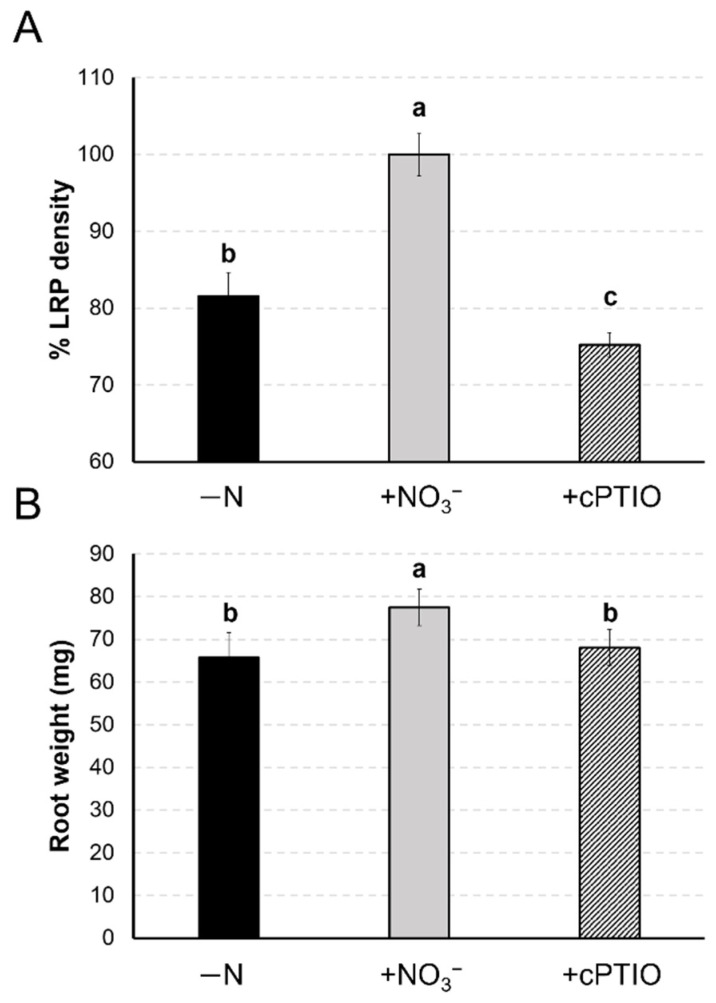
Lateral root density (LRP) and root weight of maize seedlings exposed to NO scavenger. Maize seedlings were grown in an N-depleted solution for 24 h and then transferred for 24 h in a nitrogen depleted solution (−N), or 24 h in a 1 mM nitrate supplied solution (+NO_3_^−^), or 24 h in a 1 mM NO_3_^−^ supplied solution plus 1 mM NO scavenger cPTIO (cPTIO). Hematoxylin staining was used to detect lateral root primordia (LRP). (**A**) Data are expressed as increment of LRP density respect to the +NO_3_^−^ treated roots. Roots of all maize seedlings were separated and individually weighed. (**B**) The average weight of roots was calculated for every biological repetition and then averaged between the three biological repetitions. Results are presented as mean ± SE from three biological replicates for each treatment and an ANOVA statistic test was performed (*n* = 20). Letters above the bars indicate different significance groups (*p* < 0.05).

## Data Availability

RNA-Seq data from this article can be found in the Gene Expression Omnibus data library under accession number GSE173102: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173102 (accessed on 22 April 2021).

## Supplementary Materials

The Supplementary Materials are available online at https://www.mdpi.com/article/10.3390/ijms22179527/s1.

How the deposited data were processed for this re-analysis (not part of the article)

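Root apices of maize B73 seedlings were measured by RNA-seq in 3 conditions, −N, +NO_3_- and +NO_3_- + cPTIO, with 3 libraries each listed in the labels and in Table S6. The authors trimmed the reads with Trimmomatic, mapped them to the AGPv4 assembly with TopHat, and computed expression with Cuffdiff, with quartile normalization, multi-read correction and a dispersion per condition. The values the authors deposited are RPKM, 1 per gene and condition, for 45260 genes. They carry no value per library, so the spread between replicates could not be examined. The same holds for the choice of the 2 +NO_3_- + cPTIO libraries that the paper states were kept. The authors' FDR step could not be repeated from these values. All 3 value columns were matched to a condition. The values of the +NO_3_- and −N libraries were first reported in earlier work by the same group. The part of Table S1 at hand holds 1999 of its 45260 genes and has the deposited values. Supplementary Dataset S1 gives values for −N and +NO_3_- + cPTIO that are 0.987 times the deposited ones at the median over its 1999 genes at hand, and Dataset S2 has the deposited ones. Only the expression values of both datasets were used here, and the authors' calls of differential expression for these genes were not examined. The depth per library is known from Table S6 alone.

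From the RPKM, ratios between conditions were computed without a pseudocount. Genes with an RPKM of at least 1 in at least 1 of the conditions compared entered the counts, and a gene counted when its ratio passed 2-fold. Genes listed at 0 in 1 of the conditions compared have no finite ratio, and they were counted as past 2-fold. The counts of genes past 2-fold in a comparison applied the RPKM minimum to its 2 conditions, and the counts of genes over 2-fold from both other conditions applied it to all 3. No test was made on these ratios, because each condition has a single value. The cluster of each of the 835 nitrate-responsive genes was taken from Table S2, and medians and quartiles of the ratios and shares per cluster were computed over its genes above 0 in every condition. Median RPKM per cluster were computed over all its genes, those listed at 0 included. The median of each cluster was also placed among those of 10000 random lists of genes of the same size, drawn from 20 bins of mean expression. The genes of the clusters were chosen on values that enter these medians and the random lists were not, so the positions give no level expected without an effect of cPTIO and are not reported. The genes of GO terms and pathways were taken from Tables S3 and S4. Re-clustering used log10(RPKM + 1), scaled per gene, 1 minus Pearson's correlation, complete linkage and 6 clusters. The genes of the MapMan categories and of the transcription factor families, the qRT-PCR values and the root measurements were not analysed here.

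Genes named in the text are those the paper names by identifier, the members of the GO terms and pathways it names where a list has at most 4 members in a cluster (otherwise a summary is given), and genes among the 5 highest and 5 lowest in +NO_3_- + cPTIO against both other conditions with an RPKM of at least 10 in at least 1 condition. Genes listed at 0 in +NO_3_- + cPTIO have no finite ratio and were not ranked among the 5 lowest. The files do not pair most identifiers with names, and a table of maize gene names matched none of the identifiers. Names are therefore the paper's. This rule, the comparisons and the alternatives were set before the data were examined. The alternatives were an RPKM minimum of 0.1, of 5 or none, a pseudocount of 1 or 0.1, conditions rescaled to the same median ratio or the same upper quartile, a limit of 1.5-fold, genes with an RPKM of at least 1 in the cluster values, and, for the clustering, average linkage, Euclidean distance, RPKM without the logarithm and a rule on the remaining share of the nitrate response. A count restricted to genes with Zm00001d identifiers, and the counts of genes outside the 835 with their alternatives, were added after the data had been seen. A count, percentage or index is said to have moved when it changed by more than 1.5 times, a log2 ratio when it changed by more than the log2 of 1.5, and a remaining share when it changed by more than 0.25. These limits, apart from that for counts, and the reading limit of 0.05 for log2 values taken from a figure, were set after the values had been seen.

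The steps were tested on simulated data. Of 200 genes given a 4-fold change among 20324, all 200 were counted and 0 others. Of 50 genes set apart in 1 condition among 20324, all 50 were found with 0 others, and 800 genes of 6 planted profiles were clustered without error. In these 3 simulations the spread of unchanged values was far smaller than in the data, and the planted profiles were well apart. They check that the steps run as intended and give no rate of false calls for the data. Of 200 random lists of 100 genes without a shift, 185 lay inside the 95% range, and 50 of 50 lists with a shift of 1 lay above it. Of 50 sets of 400 genes with +NO_3_- + cPTIO levels unrelated to the nitrate response, 48 lay inside the 95% range of the draws around the midpoint used in the closing section, and 50 of 50 sets with a kept response lay outside it. The computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.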

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

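The tests of low expression, scaling, the number of libraries and a single divergent library were chosen after the result was seen; those of gene length and of unchanged conditions were set before their values were computed. Outside the 835 nitrate-responsive genes, 2510 genes lay over 2-fold from both −N and +NO_3_- in the same direction under cPTIO, 1045 above and 1465 below. The count takes genes with an RPKM of at least 1 in any of the 3 conditions, whereas the 2326 genes past 2-fold in both cPTIO comparisons needed it in each comparison. The 2510 genes are singled out because the paper did not consider genes that respond to cPTIO but not to nitrate, and because over all genes the counts were 2705 for +NO_3_- + cPTIO, 849 for −N and 809 for +NO_3_-. The conditions are compared over all genes, since the 835 were chosen on the ratio of +NO_3_- to −N and leaving them out lowers the counts for −N and +NO_3_- by construction.

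Several technical explanations are argued against by the values. Noise of weakly expressed genes would leave no excess among strongly expressed ones, yet among genes with a mean RPKM of at least 10 the count in +NO_3_- + cPTIO was 4.98 times that in −N (782 against 157, with 104 in +NO_3_-). Rescaling of the conditions gave at least 2674 genes over the whole set, against 838 for −N under the same rescaling. When the 21890 genes were divided into 3 equal parts by the length of their locus, the excess over −N remained in each part. From the shortest to the longest loci, the count in +NO_3_- + cPTIO was 2.81, 3.86 and 4.36 times that in −N. The ratio thus rose with length, while 1641 of the 2705 genes lay in the part with the shortest loci. Length alone therefore does not account for the excess, but a part played by it stays open. The 3 unchanged conditions with the spread between −N and +NO_3_- gave a median of 660.5 such genes where 2527 were observed. A few genes did not take up more of the total in +NO_3_- + cPTIO, since the 10 most abundant ones held 8.21% of the RPKM there, 8.37% in −N and 10.5% in +NO_3_-. Fewer libraries behind the +NO_3_- + cPTIO value, with the same spread per library, would raise its variance to 1.50 times that of the others, and over 11650 genes with a mean RPKM of at least 10 it was 6.23 times theirs.

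Other explanations stay open. The −N and +NO_3_- libraries were first reported in earlier work and the +NO_3_- + cPTIO libraries with the paper, and 0 conditions were measured in both sets, so a difference between the sets of libraries and an effect of cPTIO cannot be told apart. A single divergent +NO_3_- + cPTIO library could also contribute. Its first library had 18.2% of mapped reads with several places, but the values per library that would decide this are not among the data analysed. An effect of cPTIO on many genes that do not respond to nitrate, through NO or through the compound itself, remains an untested biological explanation.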

How the results depend on the processing

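Of 136 values computed under the alternatives for the main results, 107 stayed within the limits given in the processing summary, 29 moved and 0 reversed. Counts, percentages and indices have no sign and could not reverse. For several clusters the cut itself sets the sign of the median log2 ratio, so the absence of reversals says little about stability. The counts of genes past 2-fold were most sensitive. For +NO_3_- against −N, +NO_3_- + cPTIO against +NO_3_- and +NO_3_- + cPTIO against −N, they were 1657, 4271 and 3737. With an RPKM minimum of 0.1 they were 4303, 7490 and 6872. With a minimum of 5 they were 699, 2426 and 2096, and with no filter 7536, 10621 and 9964. A pseudocount of 1 gave 844, 2797 and 2482, and a limit of 1.5-fold gave 3656, 7951 and 7338. The number of genes apart from both other conditions in +NO_3_- + cPTIO, 2705, was 4780, 1525, 6324, 1561 and 5539 under these alternatives, in the same order. Fewer or more genes enter under the other filters, a pseudocount shrinks the ratios of low values, and a lower limit admits smaller ratios, so these changes follow from how the alternatives are built. Neither rescaling, nor a pseudocount of 0.1, nor the restriction to Zm00001d identifiers moved any of the 4 counts past the limit. The restriction was chosen after seeing the data. No rescaling moved the share of genes that were higher by over 10 percentage points, and none shifted the median log2 ratio of all genes by over 0.1.

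In cluster 3, a pseudocount of 1 changed the median log2 ratio of +NO_3_- + cPTIO to +NO_3_- from −2.24 to −0.91, the share of genes past 2-fold to 43.2% and the median remaining share to 1.78. A pseudocount of 0.1 gave −1.66 and 2.07. These genes are at low RPKM in +NO_3_- + cPTIO, where a pseudocount weighs most. A limit of 1.5-fold changed the share within the limit of +NO_3_- in cluster 5 to 55.5%, and the share beyond it in cluster 6 to 82.2%, by the construction of the limit. The other median log2 ratios of +NO_3_- + cPTIO to +NO_3_-, shares past or within the limit and remaining shares of the 6 clusters kept their direction and did not move. Euclidean distance between the scaled profiles gave an index of 1, but on such profiles it orders the pairs of genes as Pearson's correlation does, so the tree could not differ and this alternative says nothing about stability. The adjusted Rand index was 0.527 with average linkage and 0.627 without the logarithm, and the cause was not tested. The rule on the remaining share, with an index of 0.672, was just inside the limit of 1.5 times.

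Among 942 other values, 182 moved and 5 reversed. The reversed values had log2 ratios near 0, and each reversed when the conditions were rescaled to the same median. They are the ratio of +NO_3_- + cPTIO to +NO_3_- of Zm00001d006875, now 0.0036, which is also the arginine biosynthesis value, and of Zm00001d016119, now 0.0228, the ratio of +NO_3_- to −N of Zm00001d018359, now −0.0270, and the ratio of +NO_3_- + cPTIO to −N of Zm00001d031556, now 0.0036. The moved values of single genes, 86 of 506, all came from the pseudocount of 1.

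No paired analysis was possible because the table holds one value per condition, and neither the replicate block nor leaving out each replicate in turn was run for this reason. Likewise, the depth per library sets no interval on any value.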

Differences from the paper's values

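The number of genes past 2-fold between +NO_3_- and −N was 1657, and the paper's number is 835. Of the alternatives set before the data were examined, an RPKM minimum of 5 (699) and a pseudocount of 1 (844) came within 1.5 times of the paper's number. The other filters, the pseudocount of 0.1, both rescalings and the 1.5-fold limit did not. Between +NO_3_- + cPTIO and +NO_3_-, 4271 genes passed 2-fold against the paper's 2725. An RPKM minimum of 5 (2426), a pseudocount of 1 (2797) and a pseudocount of 0.1 (4082) came within 1.5 times, and the other alternatives did not. The paper also required an FDR-adjusted p-value, a step that the deposited values do not allow to be repeated.

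Outside the 835 genes, 2326 genes passed 2-fold in both cPTIO comparisons, with an RPKM of at least 1 in each comparison, where the paper's Venn diagram gives about 1500 in Fig. 1A, read by eye. Minimum RPKM of 5 (1278), pseudocount 1 (1443) and pseudocount 0.1 (2197) were within 1.5 times of it, and these alternatives were chosen for this count after seeing the values.

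For 4 genes of Fig. 6A, the log2 ratio of +NO_3_- to −N differed from the printed value by more than its rounding, 0.05. All 4 differences appear only under this limit, which replaced a limit of 0.1. Both limits were chosen after the values had been seen. Under a limit of 0.1, 0 of the genes differ, and the largest gap is 0.0998. BEARSKIN2 (Zm00001d003583) had −3.09, against about −3.0 in Fig. 6A, read by eye. Root cap periphery gene2 (Zm00001d052527) had −3.15, against about −3.2 in Fig. 6A, read by eye. SCAR2 (Zm00001d028803) had −1.26, against about −1.2 in Fig. 6A, read by eye. Argonaute 1 (Zm00001d006351) had 3.50, against about 3.4 in Fig. 6A, read by eye. Rescaling to the same median brought Root cap periphery gene2, at −3.18, within this rounding. Neither this rescaling nor a pseudocount of 1 did so for BEARSKIN2, SCAR2 or argonaute 1.

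The paper places GH3 among the auxin-signaling components shared by clusters 3 and 4, whereas in Table S2 GH3.17 (Zm00001d007395) is in cluster 2, and its log2 ratio of +NO_3_- + cPTIO to +NO_3_- was −0.31. The paper also gives valine, leucine and isoleucine degradation as specific to cluster 6. In Table S4 the pathway is also listed for cluster 2 with Zm00001d017418, whose log2 ratio of +NO_3_- to −N was −1.60. The paper states that transcriptional changes were completely impaired by cPTIO in the NO-dependent clusters, in which 198 of 252 genes (78.6%) were within 2-fold of −N. A further 53 lay over 2-fold beyond −N, so that their nitrate response was more than reversed. It states that cPTIO did not affect the NO-independent genes, of which 56 of 331 (16.9%) differed by over 2-fold between +NO_3_- + cPTIO and +NO_3_-. The number of NO-independent genes is 347 in Table S2, and the paper's text gives both this number and 374.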

Other observations

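The tests of cluster borders, of the midpoint draws and of the peroxidase genes were chosen after the result was seen; that of neighbouring genes was set before its value was computed. In windows reaching 5 degrees to each side of the 4 borders between clusters of the same nitrate direction, the density of genes was 1.16 times that of the arcs the clusters occupy (3.08 against 2.65 genes per degree). The windows held 29 genes between clusters 2 and 3, 37 between 4 and 5 and 39 between 5 and 6. Between clusters 1 and 2, the window held 18 genes, and the gap was the widest, at 2.18 degrees. Its density was 0.678 times that of the arcs, which pool all 6 clusters and both nitrate directions. Separation at all 4 borders would leave each of them sparse, which the 3 denser windows argue against. Whether clusters 1 and 2 are apart stays open. The ratio at their border uses the pooled arcs and not those of clusters 1 and 2. Cluster 1 spreads 104 genes over the widest arc, from 98.1 to 172.0 degrees. A low ratio at this border can therefore reflect the low density of cluster 1 itself. The values suggest that the clusters divide a continuous range of cPTIO effects at the other borders, although a tree divides any such range into as many parts as are asked for.

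If the +NO_3_- + cPTIO level were unrelated to the nitrate response, as many genes would be closer to −N as to +NO_3_-. With the +NO_3_- + cPTIO values of the 796 genes redrawn around the midpoint of −N and +NO_3_-, from genes of the same expression outside the 835, the number closer to −N had a 95% range of 377 to 431. The observed number was 324 (40.7%). It lay below the range both among the genes lower with nitrate, where it was 122 against 128 to 163, and among those higher, where it was 202 against 237 to 279. Genes are not independent of each other, so the true range may be wider. The number of genes with a remaining share over 1.5 was 168, against a range of 28 to 51, and the number below 0 was 156, against 101 to 139. The number from 0.5 to 1.5, near the +NO_3_- level, was 304, against a higher range of 326 to 380. It was 108 among the genes lower with nitrate, against 137 to 171, and 196 among those higher, within 179 to 221. The low number closer to −N thus goes with more genes past 1.5, and not with more genes near the +NO_3_- level, so it is no measure of a kept nitrate response. A wider spread of cPTIO effects among nitrate-responsive genes than among the genes drawn would raise the numbers over 1.5 and below 0 and lower that between 0.5 and 1.5, and this was not tested apart.

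Of 30 pairs of adjacent genes with the same nitrate direction among the 835, 46.7% had both genes in the same cluster. Permuting the clusters within each direction 10000 times gave a median of 33.3% and a 95% range of 16.7% to 53.3%. With so few pairs, whether neighbouring genes share their response to cPTIO cannot be told.

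The 8 peroxidase genes on chromosome 7 parted under cPTIO, with genes of cluster 3 falling and those of clusters 1 and 2 rising. Whether they are similar enough in sequence to share reads was not analysed here. If so, reads moved from one copy to another could give such a pattern, and the sum over the 8 genes then would change little. The log2 ratio of the sum was 0.30 between +NO_3_- + cPTIO and +NO_3_-, against −2.03 between +NO_3_- and −N. A small change of the sum can also arise from separate regulation of the genes, so the explanations cannot be told apart without reads per position. No biological explanation was tested.

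The ribosomal RNA gene ENSRNA049478180, chosen after its values were seen, is listed at an RPKM of 3591 in −N, 0 in +NO_3_- and 3114 in +NO_3_- + cPTIO.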
